A study of Homo sapiens with 16 samples. Its data were reported in "TWEAK/Fn14 signalling driven super-enhancer reprogramming promotes pro-metastatic metabolic rewiring in triple-negative breast cancer" (2024).

How the data were processed

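The data were MAFG ChIP-seq peak lists from 4 established breast cancer cell lines, MDA-MB-231, Hs578T, SKBR3 and MCF7, each grown with and without the cytokine TWEAK (the product of TNFSF12). Per the labels, cells were starved for 8 h, treated for 48 h with 10 ng/ml TWEAK that was replenished after 24 h, fixed for 10 min in 1% formaldehyde and sonicated to fragments of 200 to 500 bp. The study's methods name a higher TWEAK dose for ER-positive lines, so the dose given to MCF7 is uncertain. There were 16 libraries, 2 per line and treatment. The groups and replicate numbers were taken from the labels, which tie no replicate to a culture or day. The study's methods describe the ChIP-seq replicates as biological. They also state that experiments with cell lines were repeated independently on separate days. Libraries with the same number may therefore share a day, which the labels do not say. The p-values of the permutation tests below measure the spread between these libraries, which may be in part technical. Those of Fisher's exact test count peaks, regions or genes as units and do not measure that spread.

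The authors removed adaptors, mapped reads to hg38 with Bowtie2, called peaks with MACS2 while subtracting an input library, and removed blacklisted regions with bedtools. The submitters' processing notes also name Trimmomatic and deepTools, and the versions are not given in the sources used here. Peaks were called for each library on its own and replicates were not pooled. Each deposited list gives a peak's position, its summit, a score, which is 10 times the −log10 q value with the decimals dropped, and the −log10 p and −log10 q values of the summit. The authors' fold of a peak is the linear ratio of the pile-up at the summit to the local background in the input. The lowest deposited score was 10 in each of the 16 libraries. Scores and folds belong to each list alone, so they were used here only to describe, rank or filter peaks within a list and were never tested between libraries.

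The lists hold no read counts, so the sequencing depth was unknown and the count model that the study used for differential peaks was not run. As a substitute chosen after the data were seen, the background level of each library was recovered from the fold and the −log10 p value of its peaks, which holds for 99.2% to 99.96% of the peaks of a library within a tolerance of 0.001 in −log10 p. The number of peaks removed as blacklisted was read from the gaps in the peak numbering of each list. The share of missing peak numbers ranged from 5.70% to 53.8%. No pair of libraries shared more than 2 identical intervals, so none looked like a library deposited more than once. Peaks on chromosomes 1 to 22, X and Y were used, and the remainder was counted only in the peak number.

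Regions of a line were made by merging the peaks of its 4 libraries that overlapped by at least 1 bp. A region was called gained when both TWEAK libraries and no untreated library had a peak in it, and lost when the opposite held. A promoter peak lay within 1 kb of a transcription start site (TSS) of GENCODE 44, and a gene was near a region when one of its start sites lay within 10 kb of it. There were 19663 protein-coding genes. Coordinates are 1-based hg38 positions. The parts of the NAMPT locus that the study deleted were placed by an exact match of the study's primer sequences to the genome. For enhancers 1 and 3 all 4 primers were placed, and for enhancer 2 only 2 of 4 were, so its span here is a minimum.

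Treatments were compared with exact permutation tests in which the labels of the 4 libraries of a line were permuted within that line. The 6 assignments per line give 1296 in all and a smallest p of 0.00154. These tests were two-sided and were used for the log2 number of peaks, the percent of promoter peaks, the percent of peaks with an AP-1 or MARE string, and the log2 ratio of gained to lost regions with 1 added to each. The similarity of peak sets (the Jaccard index of base pairs) and the number of gained and lost regions were tested one-sided over the 3 ways to split the libraries of a line into pairs, which give 81 combinations and a smallest p of 0.0123. Within 1 line such permutation tests cannot reach 0.05, so the values of these measures per line carry no claim. Regions gained in a pair of lines were tested with Fisher's exact test, two-sided, among regions that had peaks in exactly 2 of the 4 libraries of each line.

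Motifs were searched as strings on both strands within 100 bp of the summit and in a pair of flanks of the same size centred 1000 bp away. They were the antioxidant response element (ARE, RTGAYNNNGCR), the extended MAF recognition element (MARE, TGCTGASTCA), the MARE core (TGCTGA), AP-1 (TGASTCA), CRE (TGACGTCA), κB (GGGRNNYYCC), ETS (CCGGAAGT), CTCF (CCASYAGRKGGC), FOXA (TGTTTAC), the oestrogen response element (ERE, GGTCANNNTGACC), RUNX (TGTGGTT), TEAD (GGAATGY) and NRF1 (GCGCATGCGC), and each was also searched with its letters in reverse order as a control. Peaks were compared with flanks, and gained or lost regions with regions of the same line that had peaks in 1 untreated and 1 TWEAK library, by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 416 and 156 tests. The second comparison holds the number of libraries with a peak constant but not the strength of the peaks. Gained regions ranked higher by score than the regions compared in each line. The median percentile was 51.0 against 40.1 in MDA-MB-231, 47.1 against 41.1 in Hs578T, 49.0 against 47.5 in SKBR3 and 46.3 against 39.9 in MCF7.

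There were 11 gene lists: antioxidant genes regulated by CNC and small MAF dimers, CNC and small MAF factors, AP-1 subunits, the NF-κB pathway and its targets, NAD metabolism, motility, matrix and epithelial to mesenchymal transition (EMT), luminal and oestrogen receptor genes, basal genes, genes of the HER2 amplicon, ribosomal protein genes, and markers of leukocytes, endothelium and fibroblasts. Each was tested with Fisher's exact test, two-sided, for genes near regions present in both libraries of a group, against all other protein-coding genes, and for genes near gained or lost regions, against genes near any region of that line, with 88 tests in each family and Benjamini-Hochberg adjustment. The groups, tests, gene lists, motifs and most alternatives were fixed before the data were examined. So was the rule for the regions named: NAMPT, MAFG and the genes of TWEAK and its receptor, the 10 strongest gained and lost regions of a line and the 10 strongest regions gained in both TNBC lines or present in every library (by the smallest rank of their score within its own list), and list members near gained or lost regions. Regions outside this rule are marked as chosen after their values were seen.

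The alternatives were peaks at or above the median score of all lists (67), equal numbers of top-scoring peaks per library of a line, an overlap of at least 50% of the shorter interval, other windows for genes (1 and 50 kb), promoters (5 kb) and motifs (50 and 250 bp), regions in at least 1 library, each library left out in turn, and labels swapped within replicate numbers (256 swaps). Equal numbers keep a smaller share of a longer list. The scripts were tested on simulated data: of 200 gained and 200 lost regions planted in each line, 100% were recovered (54529 regions in MDA-MB-231, 42488 in Hs578T, 50786 in SKBR3 and 6491 in MCF7), 99.97% of 3000 simulated pile-ups were recovered, and 3.5% of 400 simulated sets with no effect passed 0.05 in the permutation test. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, matplotlib 3.10.9 and samtools 1.23.1 were used.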

Results

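MAFG, a small MAF transcription factor that binds DNA as a dimer with CNC proteins such as NRF2 (NFE2L2) or BACH1, was mapped by ChIP-seq in 4 breast cancer cell lines with and without TWEAK, a TNF family cytokine that signals through the receptor Fn14 (TNFRSF12A). MDA-MB-231 and Hs578T are triple-negative breast cancer (TNBC) lines, SKBR3 carries an amplified HER2 locus, and MCF7 is oestrogen receptor (ER)-positive and may have received a different TWEAK dose. The 16 libraries formed 8 groups of 2 replicates, and each library had its own list of MAFG peaks. The lists held from 3597 to 44907 peaks. Sequencing depth was unknown, since peak lists carry no read counts. Peak scores and fold enrichments are the authors' own and are used below only within a list.

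The first comparison asked whether persistent TWEAK changed how many sites MAFG occupied. TWEAK-treated MDA-MB-231 cells had 39028 ± 4348 peaks (SD, n = 2) against 19146 ± 4786 in untreated cells. In Hs578T, the second TNBC line, the numbers were 26595 ± 2855 with TWEAK and 20544 ± 3796 without. SKBR3 had 33003 ± 16835 and 21183 ± 6698 peaks, and its replicates overlapped between treatments. MCF7 had far fewer MAFG peaks in either state, with 4095 ± 96.2 after TWEAK and 3733 ± 192 before. Averaged over the 4 lines, the number of MAFG peaks rose by 0.53 on the log2 scale with TWEAK (exact permutation test within lines, two-sided, p = 0.0185), and it was higher in 4 of 4 lines, by 1.05 in MDA-MB-231, 0.38 in Hs578T, 0.58 in SKBR3 and 0.13 in MCF7. The call, though not the direction, depended on SKBR3. The difference was 0.45 without SKBR3 untreated replicate 2 (exact permutation test, p = 0.0633) and 0.40 without SKBR3 TWEAK replicate 2 (exact permutation test, p = 0.0509). With the replicate number as a block the difference over all libraries did not pass either (exact permutation test, p = 0.0625). The recovered background level of the libraries, a stand-in for depth, differed with TWEAK by 0.13 on the log2 scale in MDA-MB-231 and by -0.01, -0.02 and -0.08 in Hs578T, SKBR3 and MCF7 (mean 0.0027, exact permutation test, two-sided, p = 0.974).

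**Figure D1:**
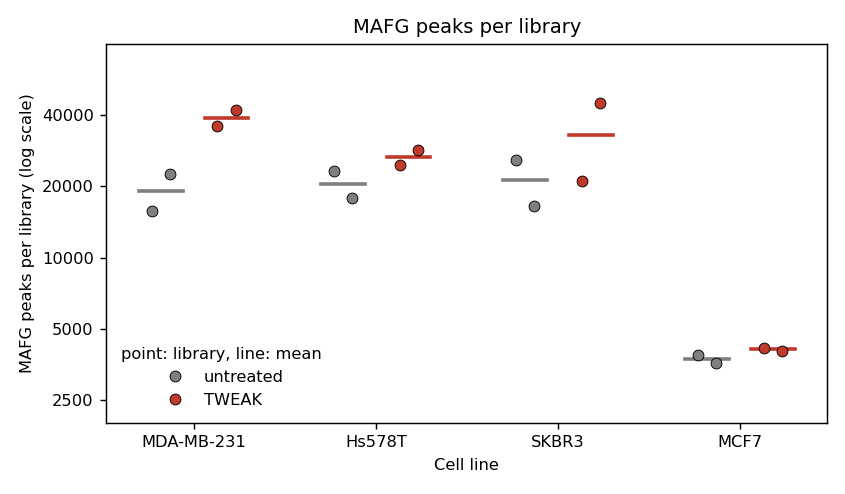
MAFG peaks per library on a log axis for the 4 cell lines, with each point a library (grey untreated, red TWEAK) and each bar the mean of 2 libraries. The TWEAK libraries of MDA-MB-231 held 35953 and 42102 peaks against 15762 and 22530 without TWEAK, while the MCF7 libraries all held between 3597 and 4163.

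MAFG sites lay mostly away from promoters in every line. Introns held 52.6% to 56.5% of the peaks of a library, and between 6.80% and 10.2% of peaks lay within 1 kb of a TSS. The promoter share was highest in untreated MDA-MB-231, at 9.72% ± 0.678 (SD, n = 2), and lower in MCF7, at 7.61% ± 0.458 (SD, n = 2) with TWEAK. With TWEAK the promoter share differed by -0.0432 percentage points on average over the 4 lines, less than the spread between replicates (exact permutation test, two-sided, p = 0.872), and it was higher in 2 of 4 lines.

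More MAFG regions were gained than lost with TWEAK in MDA-MB-231. In this line 7842 regions had a MAFG peak in both TWEAK libraries and in neither untreated library, and 134 showed the opposite. With equal numbers of top-scoring peaks per library the numbers were 1108 gained, of which 773 overlapped the 7842, and 694 lost. The strongest gained region, on chromosome 11 from 61166941 to 61167906, was intergenic and 6.12 kb upstream of VPS37C, which encodes an ESCRT-I subunit. Other strongly ranked gains lay in an intron of the autophagy gene ATG10 (chromosome 5, 82105131 to 82105796), in an intron of RNF10, upstream of CDC42EP2 (6.49 kb), a CDC42 effector, and upstream of the axon guidance receptor gene PLXNA2 (193 kb). Gains near genes of the NF-κB pathway lay in the 5′ UTR of TNFAIP3, which encodes the inhibitor A20 (chromosome 6, 137867066 to 137867444), and near NFKB1, NFKB2, NFKBIB, TRAF1, CXCL2, CXCL3, ICAM1, SOD2, IER3 and TRAF2, the last of which also had a lost region nearby. Genes of motility and EMT with a gained region within 10 kb were VIM, ZEB1, TWIST1, MMP9, PLAU, CD44, LAMB3 and MYO10. They were 8 of the 25 with any region nearby (32.0%), against 21.2% of other genes, which did not pass (Fisher's exact test, two-sided, p = 0.218). For the gains near these NF-κB and motility genes, the lower score percentile of the TWEAK lists ranged from 3.57 (NFKBIB) to 89.7 (MMP9). The best-scoring lost regions of MDA-MB-231 lay in an exon of NT5DC3, 38.8 kb downstream of the start of STAB2, and an intron of STK33 (2.13 kb upstream of its nearest start site).

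In Hs578T there were 2420 gained and 649 lost regions, or 1172 and 965 with equal numbers of top-scoring peaks. Its strongest gains lay 78.1 kb downstream of the start of GAPVD1, in an intron of ARHGAP42, in the ATG10 intron and 0.064 kb upstream of MMP9, which encodes a matrix gelatinase (chromosome 20, 46008624 to 46009066). Regions near NFE2L2, NFE2L3, BACH1 and BACH2, which encode partners of small MAF proteins, were gained, and so were regions near IL6, TNFAIP2, SLC7A11, TXNRD1, AKR1C1 and AKR1C3. The lower score percentile of these gains in the TWEAK lists ranged from 2.83 (SLC7A11) to 50.7 (TXNRD1). Lost regions included introns of HNRNPUL1 (11.7 kb upstream of CCDC97), SH3KBP1 and the collagen receptor gene DDR2. SKBR3 had 2493 gained and 166 lost regions, or 786 and 608 with equal numbers of top-scoring peaks. Gains of SKBR3 were found in introns of the ubiquitin ligase gene WWP1, the corepressor gene NCOR2 and the death receptor gene FAS, and near REL, MAP3K14, CAV1 and MMP14. Near REL, MAP3K14, CAV1 and MMP14 the lower score percentile of the TWEAK lists was 1.98 to 26.5. The strongest losses of SKBR3 lay 3.38 kb downstream of the start of NR4A1, in an intron of MLLT3 and far upstream of KLF6 (489 kb). MCF7 showed 254 gained and 139 lost regions, with gains in introns of TOP1, CAMK2D and OSGIN1, 0.503 kb upstream of ZMYND8, and near KEAP1, which encodes the NRF2 inhibitor.

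Replicate differences alone also gave many such regions. When the 4 libraries of a line were split into pairs the other possible ways, 1645 and 1188 regions separated the pairs in MDA-MB-231, 1645 and 1989 in Hs578T, 1625 and 4616 in SKBR3, and 332 and 304 in MCF7. Summed over the lines, TWEAK separated 14097 regions, which did not pass the threshold (exact permutation test over pair splits, one-sided, p = 0.123). The highest other combination gave 16054. It kept the TWEAK split in MDA-MB-231, Hs578T and MCF7 and differed in SKBR3 alone, where it used the split with 4616 regions. With equal numbers of top-scoring peaks per library the total was 5688 (exact permutation test over pair splits, one-sided, p = 0.0247), with 1802 regions in MDA-MB-231 against 1092 and 1046 in its other splits. Gains outnumbered losses in 4 of 4 lines, by 3.13 on the log2 scale on average (exact permutation test, two-sided, p = 0.0262). With the replicate number as a block this balance did not pass (exact permutation test, p = 0.0781). Leaving out any of the 8 untreated libraries also ended the call of the balance, with p up to 0.128 in the exact permutation test without MDA-MB-231 untreated replicate 1. A loss then needs fewer untreated peaks, which favours losses by construction. Equal numbers of peaks hold gains and losses near balance by construction too. Peak sets of the same treatment were slightly more alike than those of different treatments in 3 of 4 lines without passing the test (mean Jaccard index 0.427 and 0.400, exact permutation test, one-sided, p = 0.123). In SKBR3 the values were 0.380 within and 0.396 between treatments, and without its TWEAK replicate 1 the mean difference was 0.0451 (exact permutation test, one-sided, p = 0.037), while with equal numbers of peaks the difference was 0.0191 (exact permutation test, one-sided, p = 0.037).

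**Figure D2:**
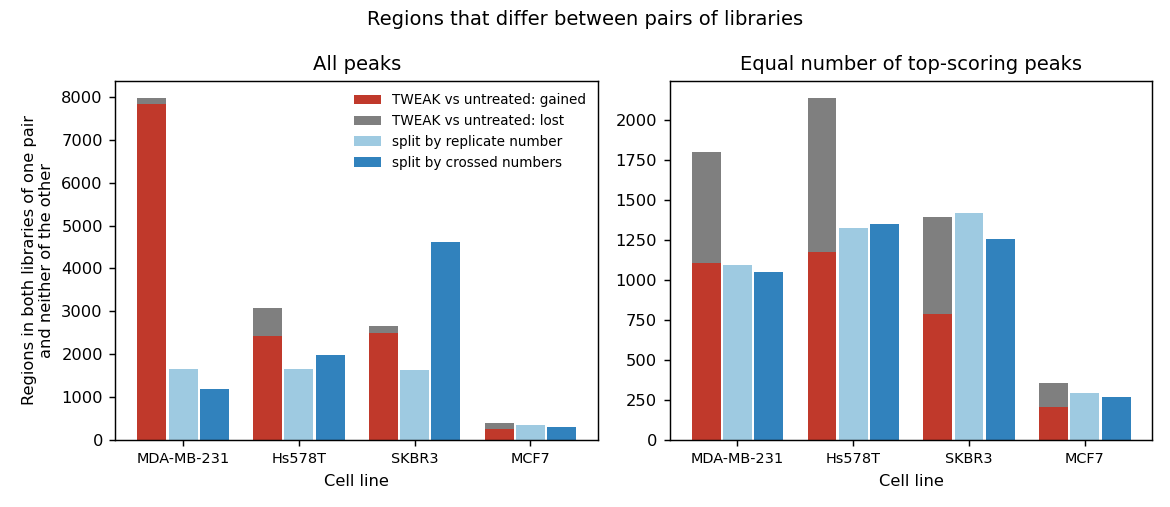
Number of regions called in both libraries of a pair and neither library of the other pair, for each cell line, with all peaks (left) and with equal numbers of top-scoring peaks (right). Red and grey bars are regions gained and lost with TWEAK, and blue bars are the other 2 ways to pair the 4 libraries. In MDA-MB-231 the TWEAK split exceeded both others in each panel, and in SKBR3 with all peaks a crossed split gave more regions (4616).

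The TNBC lines gained MAFG sites in common. Among 1916 regions with peaks in exactly 2 libraries of each line, 657 were gained in both MDA-MB-231 and Hs578T, where 601 would coincide by chance (log2 odds ratio 0.97, Fisher's exact test, two-sided, adjusted p = 7.95e-09 over 6 pairs of lines). The strongest shared gains were the ATG10 intron, the region 0.07 kb upstream of MMP9 (chromosome 20, 46007983 to 46009306, intergenic), a region 69.5 kb downstream of the start of ANKRD46, regions whose nearest starts were those of the caveolar gene CAVIN2 (86.5 kb upstream) and the serine synthesis gene PSPH (33.8 kb downstream), and an intron of CAPG, which encodes an actin-capping protein. The nearest start sites of further shared gains were those of RPUSD4 (13.8 kb downstream), AFAP1 (25.4 kb upstream), TNFSF18 (104 kb downstream) and ZNF462 (15.9 kb upstream). For the other 5 pairs the odds ratios ranged from 0.846 (MDA-MB-231 and MCF7) to 2.71 (Hs578T and MCF7), with no adjusted p below 0.295 in Fisher's exact test. Pairs with MCF7 held at most 58 regions to test. Over all regions called in at least 1 library of each line, 4 pairs passed, among them MDA-MB-231 with SKBR3 (odds ratio 1.56, Fisher's exact test, adjusted p = 4.06e-10), Hs578T with SKBR3 and SKBR3 with MCF7.

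The lines differed in which sites MAFG occupied, and the TNBC lines were the most alike. The Jaccard index of regions present in both replicates was 0.486 ± 0.0304 (SD over the 2 treatments) between MDA-MB-231 and Hs578T, 0.333 ± 0.0056 between MDA-MB-231 and SKBR3, 0.319 ± 0.0040 between Hs578T and SKBR3, and from 0.104 to 0.115 between MCF7 and the others. With the same number of top-scoring peaks in all 16 libraries, the values with MCF7 were 0.225 to 0.230 and that of the TNBC lines 0.563. With 2 TNBC lines and 2 others no test of subtype was run. Of 88177 regions, 1516 were present in all 16 libraries. The strongest of these lay in an intron of COL14A1 (chromosome 8, 120083629 to 120085600), at 3.27 kb and 8.29 kb upstream of HMOX1, the haem oxygenase gene (chromosome 22, 35376150 to 35377732 and 35371401 to 35372737), 148 kb downstream of the start of the transcription factor gene CEBPB, upstream of TMEM108 (30.6 kb), DARS1 (19.6 kb) and RNF180 (17.8 kb), and 10.4 kb downstream of the start of SLC25A10. All 8 TNBC libraries shared 845 regions that were absent from each SKBR3 and MCF7 library. SKBR3 had 1360 regions in all 4 of its libraries and in no other line, compared with 65 in MDA-MB-231, 34 in Hs578T and 36 in MCF7.

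The NAMPT locus, which encodes the rate-limiting enzyme of NAD+ salvage, was examined because the study placed TWEAK-responsive enhancers there. No library of any line had a MAFG peak within 10 kb of a NAMPT TSS. Enhancer 3, an intergenic element 58.5 kb upstream (chromosome 7, 106344448 to 106346059), carried a peak in 3 of 4 MDA-MB-231 libraries (1 untreated and 2 TWEAK), in 4 of 4 Hs578T libraries and in none of the 4 SKBR3 or 4 MCF7 libraries. NAMPT lies on the minus strand, so upstream means higher coordinates here, whereas the study calls its super-enhancer downstream of the promoter. No peak overlapped enhancer 1 (106313057 to 106314795) or the placed part of enhancer 2 (106330480 to 106330799), although MDA-MB-231 TWEAK replicate 1 and Hs578T TWEAK replicate 2 had peaks just outside it, from 106330022 to 106330233 and from 106330054 to 106330291. Ranked by score within its own list, the enhancer 3 peak stood between the 97.5 and 99.9 percentiles in Hs578T and between the 82.4 and 96.5 percentiles in MDA-MB-231. The peak spans the fragment that the study's own enhancer 3 qPCR primers amplify (106344924 to 106345115), and in 7 of 7 libraries at least 1 of its ends fell exactly on an end of that fragment. Counting only peaks with a summit outside the fragment, 2 libraries remained, both MDA-MB-231 with TWEAK, with summits at 106345413 and 106345406, positions that the wider peak of Hs578T TWEAK replicate 1 (106344924 to 106345721, summit within the fragment) also covered. Near enhancer 3, a peak 60.8 to 60.9 kb upstream was present in all 4 MDA-MB-231 libraries and in Hs578T untreated replicate 1. In each of these an AP-1 string lay within 100 bp of the summit. Hs578T TWEAK replicate 1 had an overlapping peak (106346441 to 106346923), whose summit lay more than 100 bp from that string. A site 92.2 to 92.3 kb upstream with an ARE string appeared in both TWEAK libraries of MDA-MB-231, Hs578T and SKBR3 and in 1 untreated library, MDA-MB-231 untreated replicate 1. Its score percentiles in TWEAK replicates 1 and 2 were 78.7 and 77.9 in MDA-MB-231, 50.5 and 22.1 in Hs578T, and 6.73 and 77.6 in SKBR3. In the untreated library the percentile was 8.25. Several of these calls were weak, so a peak missing from a list may have been under the calling threshold.

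**Figure D3:**
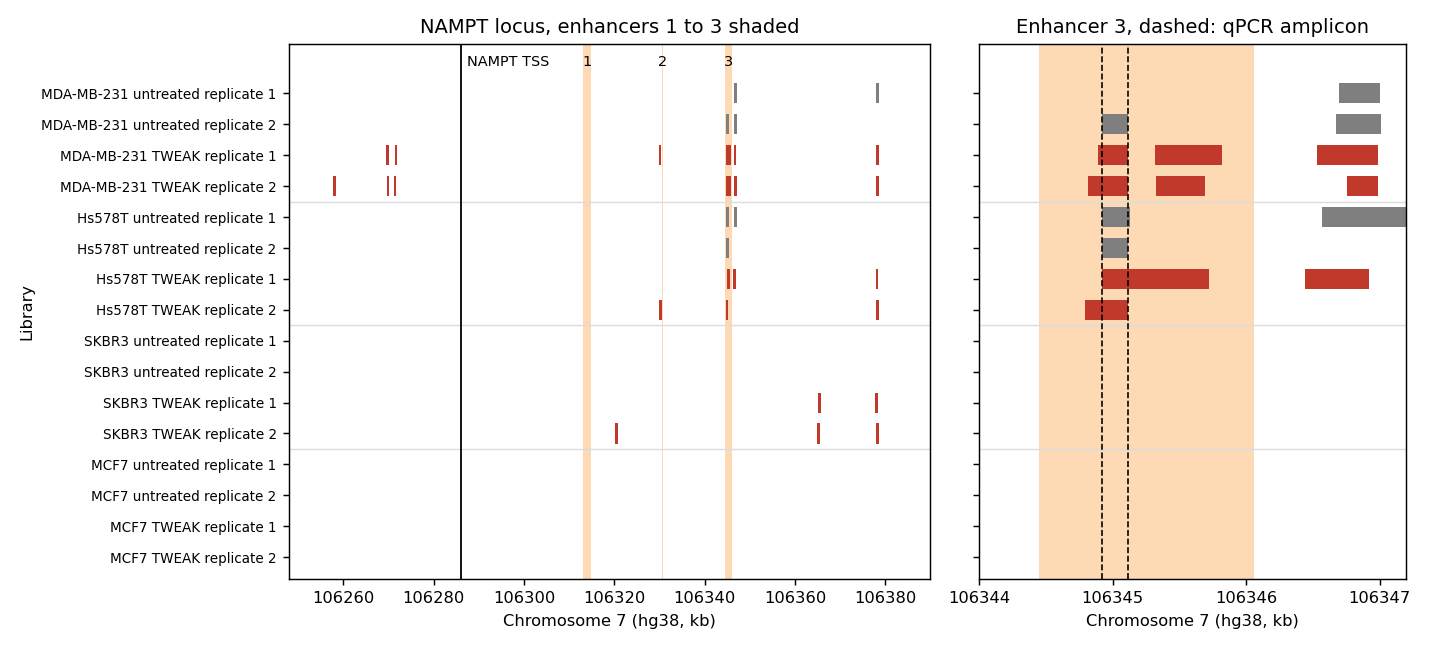
MAFG peaks of the 16 libraries on chromosome 7 (hg38, kb) around NAMPT (left) and within enhancer 3 (right), with untreated libraries in grey and TWEAK libraries in red. Shading marks enhancers 1 to 3, of which enhancer 2 is a minimum span, and dashed lines mark the qPCR fragment from 106344924 to 106345115. Peaks in enhancer 3 were found in 7 libraries of the TNBC lines. In the left panel narrow peaks are drawn wider than they are, to stay visible.

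MAFG occupied its own promoter in every line, with a peak within 1 kb of a MAFG TSS in 16 of 16 libraries. The genes of the ligand and receptor were rarely near a peak. Within 10 kb of TNFRSF12A, which encodes Fn14, a peak was found in 1 of 4 libraries each of MDA-MB-231 and Hs578T, 2 of 4 of SKBR3 and 0 of 4 of MCF7, and within 10 kb of TNFSF12 in 3, 1, 0 and 0 libraries.

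MAFG summits carried the sequences known for small MAF dimers in all lines. The extended MARE string lay within 100 bp of 18.1% ± 6.62 of summits (SD, n = 16) and in 0.181% of flanks, the MARE core at 64.0% ± 4.98 of summits, 4.94 times its share of flanks on average, AP-1 at 28.8% ± 5.78 of summits and in 3.38% of flanks, and ARE at 12.6% ± 2.68 and 3.11%. Each was more frequent at summits in 16 of 16 libraries (Fisher's exact test, two-sided, adjusted p below 0.05), as were CTCF (0.505% and 0.0871%), TEAD (6.96% and 4.89%) and FOXA (4.05% and 2.92%). CRE and ETS passed in 12 libraries, RUNX in 8, κB in 7, NRF1 in 5 and ERE in 0, or in 1 at an unadjusted p below 0.05. Of the reversed strings, AP-1 passed in 15 libraries, at 3.76% of summits and 2.90% of flanks, the MARE core in 12, ARE in 6, FOXA in 5 and κB in 2. MCF7 had the highest share of extended MARE summits, 28.6% ± 1.39 (SD, n = 4), followed by Hs578T at 16.3% ± 1.76, MDA-MB-231 at 14.8% ± 2.61 and SKBR3 at 12.6% ± 1.70. The lists of the lines differ in length, on which this share depends. In MDA-MB-231 TWEAK replicate 2 it was 12.2% of all peaks and 20.8% of the top 15543. The lines were not compared at 1 common length.

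**Figure D4:**
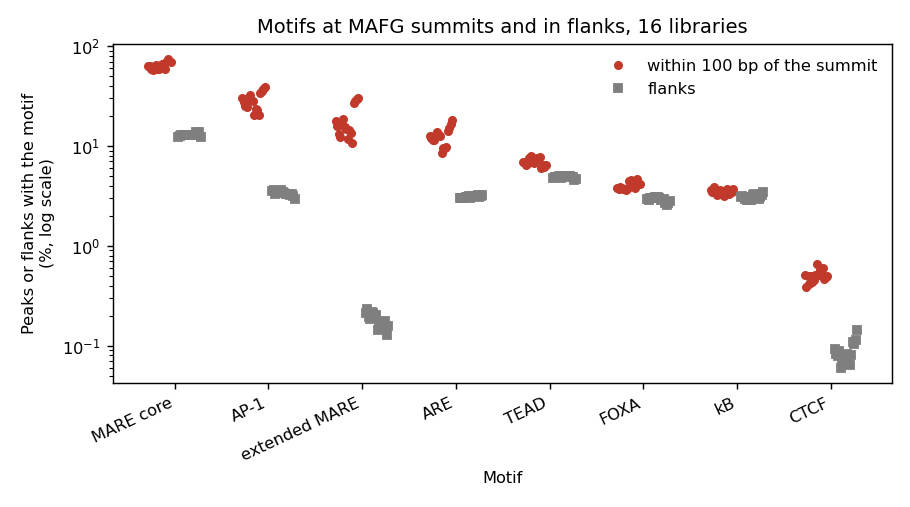
Percent of summits (red circles) and of flanks 1000 bp away (grey squares) with each of 8 motif strings on a log axis, with each point 1 of the 16 libraries. The extended MARE string was found at 18.1% of summits and in 0.181% of flanks on average.

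Whether AP-1 or MARE strings became more common at MAFG sites with TWEAK depended on the peaks compared. Over all peaks, the AP-1 share differed by -0.996 percentage points (exact permutation test, two-sided, p = 0.343) and the extended MARE share by -1.42 (exact permutation test, two-sided, p = 0.147). The AP-1 share was 28.9% ± 1.54 without and 25.1% ± 0.553 with TWEAK in MDA-MB-231, 31.5% ± 1.72 and 28.5% ± 0.714 in Hs578T, 22.0% ± 1.99 and 21.6% ± 1.68 in SKBR3, and 34.8% ± 1.03 and 38.1% ± 1.12 in MCF7 (SD, n = 2 each). With equal numbers of top-scoring peaks the direction turned, to 2.86 points higher for AP-1 (exact permutation test, two-sided, p = 0.00463) and 1.99 points higher for extended MARE (exact permutation test, two-sided, p = 0.00309), each in 4 of 4 lines. That setting keeps a smaller and stronger part of the longer TWEAK lists, so the shares of both settings move with list length.

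Regions gained with TWEAK held κB strings more often than regions with peaks in 1 untreated and 1 TWEAK library. The share was 4.44% against 3.32% in MDA-MB-231 (odds ratio 1.35, 95% interval 1.07 to 1.71, Fisher's exact test, two-sided, adjusted p = 0.0432), 5.66% against 3.05% in Hs578T (odds ratio 1.90, 95% interval 1.47 to 2.46, Fisher's exact test, adjusted p = 6.70e-06) and 5.17% against 3.70% in SKBR3 (odds ratio 1.42, 95% interval 1.14 to 1.77, Fisher's exact test, adjusted p = 0.0125). In MCF7 it was 5.91% against 2.52%, and the test did not pass (odds ratio 2.43, Fisher's exact test, adjusted p = 0.0975). The reversed κB string gave odds ratios of 0.695, 1.07, 0.955 and 1.42 in the same order of lines. Peak strength was not held constant in these comparisons. AP-1 was more frequent in the gained regions of MCF7 (52.8%, odds ratio 2.96, Fisher's exact test, adjusted p = 1.59e-11) and of SKBR3 (odds ratio 1.23, Fisher's exact test, adjusted p = 0.00417) but did not pass in MDA-MB-231 (odds ratio 1.11, 95% interval 1.00 to 1.23, Fisher's exact test, adjusted p = 0.147) or Hs578T (odds ratio 0.927, adjusted p = 0.558). In Hs578T the lost regions held AP-1 (31.0%, odds ratio 1.30, Fisher's exact test, adjusted p = 0.0245), RUNX (odds ratio 1.90, Fisher's exact test, adjusted p = 0.000958) and TEAD (odds ratio 1.59, Fisher's exact test, adjusted p = 0.0104) strings more often, and in MCF7 the lost regions held AP-1 less often (odds ratio 0.499, Fisher's exact test, adjusted p = 0.0245).

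**Figure D5:**
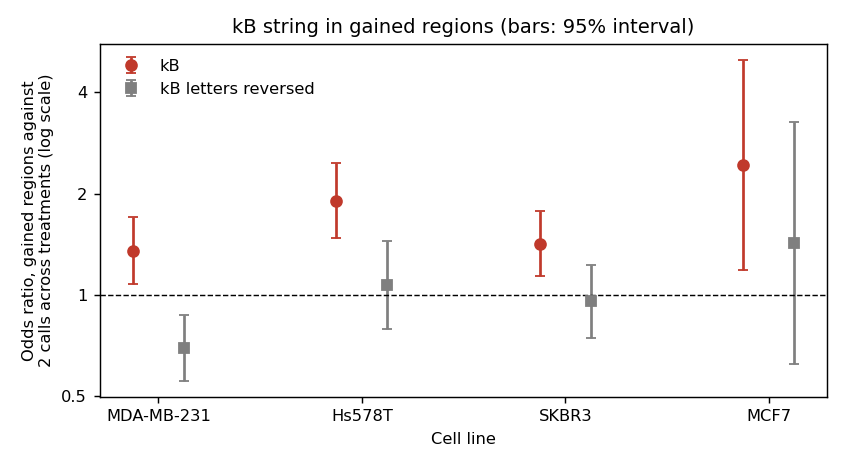
Odds ratio of the κB string in regions gained with TWEAK against regions with peaks in 1 untreated and 1 TWEAK library, on a log axis, for each line (red circles), and of the string with its letters reversed (grey squares). Bars are 95% intervals and the dashed line is an odds ratio of 1. The κB odds ratios lay between 1.35 and 2.43.

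Antioxidant genes regulated by CNC and small MAF dimers were near MAFG regions in all 8 groups. Of the 33 members that could be measured, 14 to 28 had a region in both replicates within 10 kb, 13 of them in all 8 groups, with odds ratios from 6.25 to 24.0 (Fisher's exact test, two-sided, largest adjusted p = 3.15e-06). HMOX1 and NQO1, a quinone reductase gene, were among these 13. CNC and small MAF factors passed in 4 groups, those of MDA-MB-231 and Hs578T, with 6 to 8 of 10 members near a region (Fisher's exact test, largest adjusted p = 0.0179). AP-1 subunits passed in untreated MDA-MB-231 (6 of 12, Fisher's exact test, adjusted p = 0.0405) and TWEAK-treated Hs578T (7 of 12, adjusted p = 0.031), and JUN was near a region in all 8 groups. NF-κB pathway genes passed in TWEAK-treated MDA-MB-231, with 18 of 29 (odds ratio 3.61, Fisher's exact test, adjusted p = 0.00635), and motility and EMT genes in TWEAK-treated MDA-MB-231 (18 of 31, Fisher's exact test, adjusted p = 0.0164) and SKBR3 (14 of 31, adjusted p = 0.0478). That these lists passed with TWEAK and not without was not tested as a difference, and the share of all genes near a region was 31.2% in TWEAK-treated against 17.0% in untreated MDA-MB-231. Luminal and oestrogen receptor genes were near regions less often than other genes in TWEAK-treated Hs578T (0 of 22, Fisher's exact test, adjusted p = 0.038). Genes of the HER2 amplicon, 11 of 12, were near MAFG regions in SKBR3 with and without TWEAK (odds ratios 34.3 and 48.2, Fisher's exact test, adjusted p = 1.44e-05 and 1.01e-06). They lie together within 523 kb and can share a region, so the test counted neighbours as if independent and its p-values are too small. In SKBR3 44.4% of the regions inside the amplicon held a MARE core, against 72.7% of other SKBR3 regions. NAD metabolism, basal, ribosomal protein and the leukocyte, endothelial and fibroblast lists passed in 0 groups in Fisher's exact test. At an unadjusted p below 0.05 the basal list passed in 1 group, TWEAK-treated Hs578T (8 of 18), and the others in 0. Several of these calls depended on the definition: with a window of 1 kb, a window of 50 kb, and regions in at least 1 replicate, NF-κB genes passed in 1, 0 and 4 groups, motility and EMT genes in 0, 4 and 2, AP-1 subunits in 1, 1 and 0, CNC and small MAF factors in 3, 2 and 4, the HER2 amplicon in 1, 4 and 4, luminal genes in 0 each time and antioxidant genes in 8 each time (Fisher's exact test).

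No list was tied to the gained or lost regions within 10 kb after adjustment. Of 88 tests 0 passed (Fisher's exact test, two-sided) and 4 had an unadjusted p below 0.05. Within 50 kb 1 passed, the HER2 amplicon near lost regions of SKBR3 (5 of 12, odds ratio 56.9, Fisher's exact test, adjusted p = 2.03e-05), where all 5 genes lay near a single lost region (chromosome 17, 39737761 to 39738182). NF-κB pathway genes near gained regions of MDA-MB-231 were 11 of the 26 that had any region nearby (odds ratio 2.72, Fisher's exact test, p = 0.0145, adjusted p = 0.425), CNC and small MAF factors in Hs578T 4 of 8 (Fisher's exact test, adjusted p = 0.144), and genes of the HER2 amplicon near lost regions of SKBR3 2 of 12, GRB7 and MIEN1, which share a single region (Fisher's exact test, adjusted p = 0.144). Basal genes in Hs578T, 3 of 10, were MSN, CAV2 and ITGB6 (Fisher's exact test, p = 0.0477, adjusted p = 0.935).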

Values the study reported

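By ATAC-seq, the study reported that accessibility was gained at 4186 and lost at 550 loci in the TNBC lines after TWEAK/Fn14 activation. In its H3K27ac HiChIP of MDA-MB-231, 15,293 interactions were gained and 5258 lost out of 26,011 loops. For MAFG, the study observed more binding in MDA-MB-231 at the enhancers that TWEAK upregulated in TNBC lines. At the enhancers that changed with TWEAK it found little overlap of MAFG with the NF-κB protein p52. Within the NAMPT locus it described MAFG binding in the TNBC lines alone, at enhancer 3. Its case for MAFG there had other parts, which the peak lists used here do not cover. After MAFG knockdown in MDA-MB-231 and Hs578T, TWEAK no longer raised NAMPT protein or activated enhancer 3. Footprints of AP-1 family factors at enhancer 3 also rose with TWEAK and in Fn14-high tumours, with MAFG ranked highest.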

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

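No test was chosen for the values here after they were seen, and none of the differences between lines was tested. In MCF7 both TWEAK libraries lay above both untreated libraries in promoter share, by 0.611 percentage points on average, and in SKBR3 both lay below, by -0.811 points. Both TWEAK libraries of MCF7 also had a larger share of summits with AP-1 strings than either untreated library, by 3.30 percentage points, where both TWEAK libraries of MDA-MB-231 (-3.87 points) and of Hs578T (-3.03 points) had a smaller share than their untreated libraries. The extended MARE share behaved alike, at 2.14 points in MCF7, -4.30 points in MDA-MB-231 and -2.47 points in Hs578T. With equal numbers of top-scoring peaks both TWEAK libraries of MDA-MB-231 had the larger shares, by 2.75 points for AP-1 and 1.83 points for extended MARE. In Hs578T the differences were then 0.424 and 0.340 points and the libraries overlapped between treatments, so the opposite directions were seen for the full lists and not at equal numbers.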

How the results depend on the processing

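The tests with the summit outside the qPCR fragment, the block for the balance of gains and losses, peaks on primary chromosomes, peaks before blacklist removal, the promoter share at equal numbers and the similarity with a library left out were chosen after the data were seen. Of 336 alternative values for 71 results, 222 kept their direction and side of the threshold (or stayed within their spread), 12 no longer passed, 6 newly passed, 86 moved and 10 reversed. Where nothing else is said, the cause was not tested. The correlations of replicate differences ranged from -0.0174 to 0.0979. Such low values, drawn from peak calls, cannot exclude that libraries with the same number were prepared together. With the replicate number as a block, the peak number difference of 0.53 had p = 0.0625 and the balance of 3.13 had p = 0.0781 (exact permutation test).

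Leaving out 1 library at a time gave a peak number difference of 0.40 to 0.67 and a balance of 2.13 to 3.78. The balance no longer passed without any of the untreated libraries (p = 0.128 and 0.119 for replicates 1 and 2 of MDA-MB-231, 0.054 and 0.0941 of Hs578T, 0.0664 and 0.114 of SKBR3, 0.0617 and 0.0741 of MCF7, exact permutation test). The promoter share ranged from -0.176 to 0.0899 and turned positive without untreated replicate 1 of MDA-MB-231 (0.0766), Hs578T (0.0469) or SKBR3 (0.0899), MCF7 untreated replicate 2 (0.00501), SKBR3 TWEAK replicate 2 (0.00729) or MCF7 TWEAK replicate 1 (0.0377). Counts of regions rise by construction, as fewer libraries are required, and without an untreated library this favours losses in the balance. The total was 14873 to 32631, with 9269 to 21172 gained and 280 to 2489 lost in MDA-MB-231, 3469 to 10359 and 1238 to 5103 in Hs578T, 3213 to 20963 and 230 to 3426 in SKBR3, and 444 to 1081 and about 2.6e+02 to 853 in MCF7. The similarity difference was 0.0135 to 0.0451 and passed without SKBR3 TWEAK replicate 1 alone (0.0451, p = 0.037, exact permutation test).

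In the same exact permutation tests, equal numbers of top-scoring peaks moved the similarity difference to 0.0191 (p = 0.037) and the total to 5688 (p = 0.0247), with 1108 gained and 694 lost in MDA-MB-231, 1172 gained in Hs578T, and 786 gained and 608 lost in SKBR3. In exact permutation tests they reversed the AP-1 share to 2.86 points (p = 0.00463) and the extended MARE share to 1.99 points (p = 0.00309). They also turned the odds ratio of Hs578T and MCF7 to 0.873 (Fisher's exact test, adjusted p = 1). With equal numbers in all 16 libraries the Jaccard index was 0.563 for MDA-MB-231 and Hs578T, 0.319 for MDA-MB-231 and SKBR3, 0.225 for MDA-MB-231 and MCF7, 0.299 for Hs578T and SKBR3, and 0.230 for MCF7 with Hs578T or SKBR3.

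With peaks at or above the median score, fewer peaks entered. The total was 7246, with 4128 gained and 32 lost in MDA-MB-231, 889 gained in Hs578T, 1468 gained and 41 lost in SKBR3, and 144 gained and 81 lost in MCF7. The Jaccard index of MDA-MB-231 and SKBR3 was 0.341, CRE passed in 6 libraries and NRF1 in 0. Windows of 50 bp gave 6 libraries for ETS and 2 for NRF1, and windows of 250 bp gave 11 each for κB and NRF1. Over regions called in at least 1 library of each line, 4 pairs shared gains beyond chance, with odds ratios of 1.56 for MDA-MB-231 and SKBR3, 1.52 for Hs578T and SKBR3 and 2.60 for SKBR3 and MCF7, and 1.15 for MDA-MB-231 and MCF7, which reversed without passing. Within 50 kb, 1 gene list passed, the HER2 amplicon near lost regions of SKBR3. At enhancer 3, 2 libraries kept a peak with its summit outside the qPCR fragment. Of the gene lists taken singly, 19 of 33 values held and 14 moved. Without read counts, a site missing from a list may have been under the calling threshold, so gained and lost regions do not show absence of binding in the other treatment.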

Other observations

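The tests of library depth, of longer lists and of the peak edges and width at enhancer 3 were chosen after the result was seen. The regions in this paragraph were named after their values were seen. Gained regions of the lines coincided at 30 places in 3 lines and at 0 in all 4. Those gained in MDA-MB-231, Hs578T and SKBR3 lay, among other places, in an intron of FAS, which encodes a death receptor (chromosome 10, 88992979 to 88993640), 0.097 kb upstream of the chemokine gene CXCL10 (chromosome 4, 76023347 to 76023801, in an intron of ART3), 0.917 kb upstream of KIAA0232, 0.54 kb upstream of the phosphate transporter gene SLC20A2, and far upstream of TAB2 (91.2 kb), which encodes an adaptor of the TAK1 kinase. An intron of ABHD4 was gained in MDA-MB-231, SKBR3 and MCF7. No test of overlap among 3 lines was run.

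Gained regions differed in MAF-type strings in 3 of 4 lines, but they also ranked higher by score than the regions compared. In MDA-MB-231 extended MARE was most frequent in the strongest class, at 22.6% of regions in all 4 libraries, and strength was not held constant. Against regions with peaks in 1 untreated and 1 TWEAK library, gained regions of MDA-MB-231 held ARE more often (odds ratio 1.42, Fisher's exact test, adjusted p = 1.15e-05) and extended MARE too (odds ratio 1.31, Fisher's exact test, adjusted p = 0.00442). In MCF7 the odds ratios were 2.75 and 2.58 (Fisher's exact test, adjusted p = 3.40e-07 and 1.00e-07). SKBR3 passed for ARE (1.33, adjusted p = 0.00274) but not for extended MARE (1.18, adjusted p = 0.145), and Hs578T for neither (1.18 and 0.884, Fisher's exact test, adjusted p = 0.151 and 0.466). The HER2-amplified line SKBR3 had a peak 79.4 kb upstream of NAMPT, with an ARE string, in both of its TWEAK libraries, and no library of another line had a peak there. The share of peak numbers missing from a list, which counts peaks removed after calling, was 49.3% to 53.8% in MCF7 and at most 22.8% in the other lines.

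The 7842 regions gained in MDA-MB-231 were weighed against list length, depth, base composition and partner motifs. With equal numbers of top-scoring peaks 1802 regions separated the treatments (1108 gained and 694 lost), against at most 1092 in the other splits, and 773 of the 7842 were among those gains. Longer lists as the source cannot be told apart from a treatment effect on these values, since the top peaks were taken from lists of different length and 1 line has only 3 splits. The reversed κB string was less frequent in gained regions (odds ratio 0.695), which argues against base composition as the source of the κB excess of 1.35. Opening of κB sites with TWEAK predicted such an excess, but MAFG peak lists do not measure accessibility, so opening itself was not tested. The string lay in only 4.44% of gained regions, against 3.32% of the regions compared. For AP-1 the odds ratio was 1.11 with an adjusted p of 0.147 (Fisher's exact test), short of the level set beforehand, and its interval of 1.00 to 1.23 leaves a small excess open. The background level was 0.13 higher on the log2 scale with TWEAK, far below the 1.05 in peak number but above 0, so depth cannot be told apart from a treatment effect without read counts.

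The enhancer 3 peak of the TNBC lines ended exactly on the last base of the study's qPCR fragment in 5 libraries, a number that 0 other end positions in the genome reached, and started on its first base in 4 libraries, a number that 1 other start position reached. In Hs578T untreated replicate 1 it was 206 bp wide while ranking 17 of 23153 by score, and it was the narrowest of the 232 strongest peaks of that library (0.431% of them), but in Hs578T TWEAK replicate 1 it was 798 bp wide, and 4 of the 45 peaks as strong were as narrow, itself included. An extended MARE, ARE or AP-1 string lay near the summit in 0 of 7 libraries, but these summits (106345014 to 106345027) share 1 sequence. Many MAFG summits elsewhere lack these strings too (AP-1 lay at 28.8% of summits and ARE at 12.6%). Their absence therefore does not decide whether MAFG bound at the enhancer 3 peak. A candidate source of this peak is amplified qPCR product carried into the libraries, which reads could settle. The study also had qPCR primers for enhancers 1 and 2. No library had a peak over the enhancer 1 fragment (106313323 to 106313491), which does not decide the source at enhancer 3. Of the enhancer 2 fragment only 1 primer was placed. The summits at 106345413 and 106345406, outside the enhancer 3 fragment and with a MARE core, were found in both TWEAK libraries of MDA-MB-231. They lay within the wider peak of Hs578T TWEAK replicate 1 too, and stay open as MAFG sites.

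In SKBR3, 18 regions in all 4 libraries lay within the span of the HER2 amplicon list (chromosome 17, 39404285 to 39927601), where MDA-MB-231 and MCF7 had 0 and Hs578T had 1. The MARE core was found at 44.4% of these and at 72.7% of 11666 regions elsewhere (odds ratio 0.300, Fisher's exact test, two-sided, p = 0.0137). Extra copies of the locus may therefore have given some of these calls without MAFG binding. An input library was subtracted by the authors, but copy number was not measured here, and binding of MAFG at the remaining regions was not excluded.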
